A study of Homo sapiens with 3 samples. Its data were reported in "Targeting Menin disrupts the KMT2A/B and polycomb balance to paradoxically activate bivalent genes" (2023).

How the data were processed

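The experiment was a pooled CRISPR knockout screen in K562 cells, an established human leukaemia line that carries little MHC class I (MHC-I) on its surface. Cells expressing the nuclease Cas9 were infected with a lentiviral library of single guide RNAs (sgRNAs) at a low dose of virus (multiplicity of 0.3), so that most infected cells carried 1 sgRNA. Selection used puromycin at 1 μg/mL for 72 h, starting 48 h after infection. Interferon-γ (IFN-γ), which induces MHC-I, was added 24 h before sorting, at 1 ng/mL in the high screen and 25 ng/mL in the low screen. Flow sorting then took the cells with the most MHC-I (high screen, days 18 and 25) or the least (low screen, days 7 and 15). The library also held safe-targeting sgRNAs, which cut genomic sites with no known function, and non-targeting sgRNAs, which have no site in the genome.

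The comparisons used 3 libraries with 1 library per group. They were the cells sorted for high HLA-B (HLA-B high sorted), the unsorted pool of the high screen (high-screen control) and the unsorted pool of the low screen (low-screen control). The remaining sorted libraries of the series were not analysed here. The labels give the screen of each unsorted pool but not the day on which its cells were harvested. For the low-screen control the title and the name of the deposited data disagree on the antibody of the screen, and it was taken as the unsorted pool of the low screen whichever antibody applied.

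The deposited values are raw read counts per sgRNA, which the authors made without normalization. Per the study's methods the constant part of each read was trimmed with fastx clipper or cutadapt. Reads were then mapped with Bowtie2 to the sgRNA sequences, multi-aligning reads were removed and the rest were counted. The submitters' processing notes name bcl2fastq, cutadapt and Bowtie2, and the sources used here give no versions. Reads were mapped to sgRNA sequences, so no genome build was involved in the counts. An sgRNA absent from a library is not listed in its file and was given a count of 0. Reads matched to no sgRNA were left out and made up 21.9% of reads in the HLA-B high sorted library, 20.6% in the high-screen control and 12.1% in the low-screen control. The counts are PCR reads without molecular identifiers. Intervals given here are over sgRNAs or genes within these libraries, so they include no spread between libraries.

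Tables were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Gene positions were taken from GENCODE release 44 lifted to GRCh37 and matched by gene identifier. Counts were scaled to the total of matched reads. The log2 ratio of each sgRNA was computed with a pseudocount of 1 for sgRNAs with at least 10 reads in the high-screen control, or in either library when the unsorted pools were compared.

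Genes were ranked by redundant siRNA activity (RSA), the method the study named. RSA ranks all sgRNAs by ratio and takes, for each gene, the smallest hypergeometric p over the ranks of its sgRNAs. A gene was called at an RSA p below 0.001 with at least 4 sgRNAs at or beyond the rank that gave the p, which is 1 way to count enriched sgRNAs. Calls were classed as High (below 1e-05), Moderate (below 0.0001) or Low. Because RSA takes a minimum over several ranks, its p was also set against the exact null of the score under random assignment of sgRNAs to genes, with Benjamini-Hochberg adjustment over all genes, and this value is called the exact adjusted p. Both tests are one-sided and were run from each end of the ranking. With 1 library per group no spread between replicates could be measured: each p measures agreement among the sgRNAs of a gene within these libraries.

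Background was measured in several ways. Mock genes were drawn from 10 safe-targeting sgRNAs each, in 10 rounds. The rounds reused the same sgRNAs, so intervals from mock genes count repeated draws as independent and may be too narrow. Gene names were exchanged among sgRNAs in 100 rounds, over all sgRNAs or within 50 bins of like count. Shares of sgRNAs are given with exact Clopper-Pearson 95% intervals. The 36 gene lists were fixed from general knowledge before the data were examined. For each list the median over members of the mean log2 ratio was placed among 10000 random lists. These were of the same size and matched on control count. Calls were also adjusted over the list alone. Neither the percentiles nor this adjustment was corrected for the number of lists, directions and comparisons.

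The rule for named genes was fixed before the data were examined. It took the 20 called genes with the smallest RSA p for enrichment in the sort and the 10 for depletion. It added every member of the lists PRC2 core, PRC2.1, PRC2.2, PRC1.1 and KMT2A/B-specific, and called members of any other list. For the unsorted pools it took the 10 called genes with the smallest RSA p in each direction and list members among the first 20. Some results under this rule are not reported here. Other genes are marked where they appear as chosen after their values were seen.

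The method was tested on simulated data in which 50 genes at each size were enriched. It called 40 of 50 genes at a 2-fold change, 49 at a 4-fold change, 50 at a 16-fold change and 49 at a 64-fold change, and 34 of 20114 unchanged genes.

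Most alternatives changed 1 choice at a time. The exact null, the permutation test and the presence test also set no minimum number of sgRNAs, and the low-screen control in whole steps changed both the reference of the sort and its counts. The alternatives were other count minimums, other pseudocounts, median-ratio scaling, scaling on control sgRNAs, the low-screen control or the sum of both unsorted libraries as reference, thinning of the deeper library, leaving out the most extreme sgRNA of each gene, other call rules, a permutation test of the mean log2 ratio and a test of presence in the sorted library, taken as at least 10 reads. A few more were added after the data were seen and are named in the closing section.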

Results

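The screen asked which genes, when lost, raise or lower HLA-B on K562 cells pulsed with IFN-γ. sgRNA counts were compared between cells sorted for high HLA-B and the unsorted pools of the high and low screens. The 3 libraries held 34266318 matched reads (HLA-B high sorted), 22562241 (high-screen control) and 98426251 (low-screen control). In all, 200682 sgRNAs against 20381 genes were seen, with 6645 safe-targeting and 4639 non-targeting sgRNAs. The high-screen control held 97.7% of these sgRNAs and the low-screen control 93.4%, whereas the sorted library held 49.6%. The Gini index of the counts, which is 0 when all sgRNAs are equally abundant, was 0.859 in the sorted library, 0.463 in the high-screen control and 0.455 in the low-screen control. A single sgRNA against MTF2 took 0.913% of the matched sorted reads. Each group held 1 library, so no difference could be set against a spread between replicates.

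Ranked by RSA p, sgRNAs against EZH2 of the Polycomb repressive complex PRC2, the Menin adaptor of the KMT2A/B methyltransferases and the IFN-γ feedback inhibitor SOCS1 were the most enriched in the HLA-B high sort. sgRNAs against EZH2, the H3K27 methyltransferase of PRC2, went from 25.6 CPM (reads scaled to the depth of the library, summed over the gene's sgRNAs) in the high-screen control to 2062 CPM in the sorted library. Those against MEN1, which encodes Menin, went from 34.8 to 3345, and those against SOCS1 from 62.9 to 885.9. PCGF1, the defining subunit of the variant complex PRC1.1, went from 58.7 to 1019 and BAHD1, a reader of H3K27me3, from 42.7 to 596. In summed reads MTF2, an accessory subunit of PRC2, went further, from 40.7 to 9872 CPM, with most of these reads from 1 sgRNA. The size depended on the control: EZH2 was 80.65-fold above the high-screen control and 50.25-fold above the low-screen control, and for the PRC2 subunits EED and SUZ12 these folds were 11.8 and 6.72, and 48.0 and 20.3.

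Per sgRNA, EZH2 had a median log2 ratio of 5.29 (interquartile range 2.94 to 6.47), with 7 of 9 sgRNAs above 1 (RSA p = 2.99e-15, exact adjusted p = 5.44e-10). MEN1 had a median of 5.34 (4.07 to 6.50), with 7 of 8 above 1 (RSA p = 1.41e-13, exact adjusted p = 1.14e-08). SOCS1 had a median of 3.45 (3.12 to 3.62), with 9 of 10 above 1 (RSA p = 8.04e-12, exact adjusted p = 5.33e-07), and PCGF1 a median of 3.0 (2.12 to 4.33), also with 9 of 10 above 1 (RSA p = 6.80e-09, exact adjusted p = 0.000330). Safe-targeting sgRNAs, the background, had a median log2 ratio of -4.48 (interquartile range -6.49 to -0.55), and 11.8% of them exceeded 1 (95% interval 11.04 to 12.65%, 740 of 6257). The share was 15.8% for non-targeting sgRNAs (14.76 to 16.96%, n = 4325) and 12.65% for all gene-targeting sgRNAs (12.49 to 12.81%, n = 174244). Of the safe-targeting sgRNAs 47.6% were not listed in the sorted library.

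**Figure D1:**
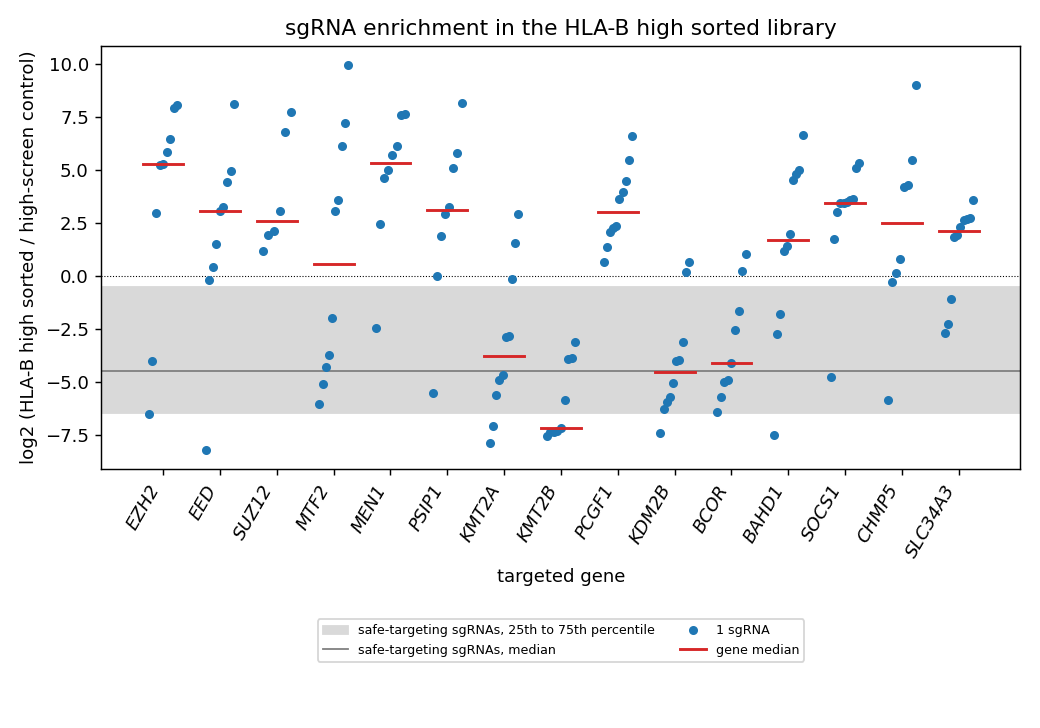
Log2 ratio of HLA-B high sorted to high-screen control for each sgRNA (points) of 15 genes, with the gene medians (red bars) and the median and 25th to 75th percentile of the safe-targeting sgRNAs (line and band). The medians of EZH2 (5.29) and MEN1 (5.34) lay far above the safe-targeting median of -4.48, whereas KMT2A (-3.80) lay within the band and KMT2B (-7.20) below it.

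Of 20314 genes tested, 63 were called enriched, 8 of them in the High class, 10 in the Moderate class and 45 in the Low class. The High class held EZH2, MEN1, SOCS1, PCGF1, BAHD1, CHMP5, SLC34A3 and EED. After adjustment over all genes 11 passed, these 8 together with MTF2, PSIP1 and SUZ12. At an unadjusted exact p under 0.05 there were 1049 genes against 1016 expected by chance. The number of calls was close to the background. Mock genes of safe-targeting sgRNAs gave a rate that amounts to 52 calls (82.6% of those observed, 95% interval 47.2 to 133.9%, with repeated draws counted as independent). Exchanged gene names gave a mean of 48.0 calls, with 2 of 100 rounds reaching 63. At the High threshold exchanged names gave a mean of 0.84 genes and at most 3, against the 8 observed. Leaving out the most extreme sgRNA of each gene kept 21 of the 63 calls and ended those of BAHD1 and CHMP5, which had 4 sgRNAs at their best rank. The study does not say how enriched sgRNAs were counted. When at least 4 sgRNAs above a log2 ratio of 1 were required in place of 4 at the best rank, 70 genes were called, with MTF2, PSIP1 and SUZ12 among them. Against the low-screen control 75 genes were called, 25 of them among the 63.

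Positions are given in GRCh37. EZH2 (ENSG00000106462) is on chromosome 7 at 148504349 to 148581413, and MEN1 (ENSG00000133895) on chromosome 11 at 64570982 to 64578766. SOCS1 (ENSG00000185338) is on chromosome 16 at 11348274 to 11350061, and PCGF1 (ENSG00000115289) on chromosome 2 at 74732170 to 74734822. BAHD1 (ENSG00000140320) is on chromosome 15 at 40731920 to 40760435, and CHMP5 (ENSG00000086065) on chromosome 9 at 33264877 to 33282068. SLC34A3 (ENSG00000198569) is on chromosome 9 at 140125209 to 140131007, and EED (ENSG00000074266) on chromosome 11 at 85912254 to 85989855. Of the others that passed adjustment, MTF2 (ENSG00000143033) is on chromosome 1 at 93544792 to 93604636, PSIP1 (ENSG00000164985) on chromosome 9 at 15464064 to 15510993 and SUZ12 (ENSG00000178691) on chromosome 17 at 30264026 to 30328057. METTL21C (ENSG00000139780), the gene depleted after adjustment, is on chromosome 13 at 103338097 to 103347394. All of these are annotated as protein coding. The files name the target gene of each sgRNA and not its cut site, so exons are not given.

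Among the 6 members of the PRC2 core list, EZH2 and EED were called enriched and 4 were not called, while 3 passed when adjusted over the list alone and the same 3 over all genes (EZH2, EED and SUZ12). EED, the subunit that binds H3K27me3, had a median log2 ratio of 3.05 with 6 of 9 sgRNAs above 1 (exact adjusted p = 0.0170). SUZ12, the scaffold of PRC2, had a median of 2.56 with 6 of 6 above 1 (exact adjusted p = 0.00955). It missed the call because only 2 sgRNAs stood at its best rank, and the other 4 of its 10 sgRNAs had under 10 reads in the high-screen control. RBBP4, RBBP7 and the EZH2 paralog EZH1 had medians of -6.30, -5.18 and -4.63. No random list out of 10000 had a median as high as the PRC2 core list. The study named PRC2, PRC1.1 and KMT2A/B genes from its high screens and interferon and antigen presentation genes from its low screen, so these lists are not independent evidence of direction.

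Of the accessory subunits of PRC2 none was called enriched. In the PRC2.1 list 0 of 6 members were called, and MTF2 alone passed when adjusted over the list alone and over all genes (exact adjusted p = 0.000627). MTF2 had 5 of 10 sgRNAs above 1 and 5 below -1, with 3 at its best rank, and its largest sgRNA held 92.5% of the gene's sorted reads. The remaining members PHF1, PHF19, C17orf96 (EPOP), LCOR and LCORL had medians from -6.67 for LCOR to -0.86 for PHF1. In the PRC2.2 list neither JARID2 (median -1.32) nor AEBP2 (-6.35) was called in either direction or passed when adjusted over the list alone. The medians of both lists lay among those of random lists, at percentiles 46.6 and 69.4. In the PRC1.1 list PCGF1 was called and was the 1 member of 10 that passed when adjusted over the list alone or over all genes. Its partners KDM2B, BCOR, BCORL1, USP7, SKP1, RING1, RNF2, RYBP and YAF2 had medians between -6.21 (SKP1) and -1.61 (RNF2), and the list stood at percentile 58.2.

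In the KMT2A/B-specific list MEN1 was called, and MEN1 and PSIP1 passed when adjusted over the list alone and over all genes. PSIP1 encodes LEDGF, which tethers Menin and KMT2A to chromatin. It had a median of 3.09 with 6 of 8 sgRNAs above 1 (exact adjusted p = 0.00955) and missed the call with 3 sgRNAs at its best rank. The methyltransferases themselves were not called in either direction. KMT2A had a median of -3.80 with 2 of 10 sgRNAs above 1, and KMT2B a median of -7.20 with 9 of 9 below -1. No random list of 10000 had a median as high as this list. With counts summed over the list, an alternative chosen after seeing the data, its ratio to the safe-targeting sgRNAs was 29.9 with an interval of 0.458 to 79.6, which includes 1. The COMPASS list held WDR5, RBBP5, ASH2L and DPY30, core subunits of the KMT2 complexes, with HCFC1, which only some of them contain, and the KMT2A/B protease TASP1. It gave 0 calls and stood at percentile 2.15. No member of the KMT2C/D (percentile 87.9) or SETD1 list (71.9) was called, although KDM6A of the former passed when adjusted over the list alone.

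In IFN-γ signalling SOCS1 was the only member called among 11 negative regulators (percentile 12.8), and it also passed when adjusted over the list alone and over all genes. None of the 6 activators was called, but IFNGR1, a chain of the IFN-γ receptor, and IRF1, a transcription factor induced by IFN-γ, were depleted when adjusted over the list alone. IFNGR1 had a median of -6.30 and IRF1 of -7.22, and neither passed over all genes. That list stood at percentile 3.92. In the antigen presentation list 0 of 14 members were called (percentile 37.2), and in the MHC-I enhanceosome list 0 of 9 (24.5), with none passing over the list alone.

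Other lists gave calls for single members. BAHD1 was called in the H3K27me3 reader list, which stood at percentile 99.8, and TBK1, a kinase of innate immune signalling, in the NF-κB list, at percentile 98.6. BAHD1 passed over the list alone and over all genes, and TBK1 over the list alone only. Summed counts were set against the safe-targeting sgRNAs and not against random lists. The interval of this ratio lay above 1 for the H3K27me3 reader list (1.73 to 7.64). It included 1 for the NF-κB list (0.905 to 4.40). A single sgRNA held 81.5% of the sorted reads of TBK1. CHMP5 and PTPN23 were called among 24 ESCRT genes, which sort membrane proteins for lysosomal breakdown (percentile 67.3). MRGBP and EPC2 were called among 16 subunits of the TIP60/NuA4 acetyltransferase (49.2). Both of each pair passed when adjusted over the list alone, and of the 4 only CHMP5 passed over all genes. The exact adjusted p was 0.839 for PTPN23, 0.205 for MRGBP and 0.883 for EPC2. NDUFA9, a subunit of respiratory complex I, was called enriched within the mitochondrial translation and respiration list, whose median was low (percentile 0.12). It passed over the list alone and not over all genes. In the growth suppressor list (percentile 44.9) SPRED2 was called enriched and RB1 depleted, both passing over the list alone. The sgRNAs of SPRED2 went both ways, with 4 of 9 above 1, 5 below -1 and a median of -1.19. Those of RB1 were all below -1. Among 389 olfactory receptors, which K562 cells are not known to need, 1 was called, OR10AC1P, annotated as the protein-coding gene OR10AC1, whose similar relatives leave its identity uncertain (percentile 10.4). It did not pass over the list alone.

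The other enriched genes named by the rule were LRRC8A, CHIC2, CYTL1, CSDC2, B4GALNT2, GALNT10, MAP4K5, TFE3, LYPD4 and MATR3. Their medians ran from 0.52 for MATR3 to 2.09 for CHIC2, and none passed adjustment over all genes with the exact null. CHIC2 was among the 11 genes that passed the permutation test of the mean log2 ratio. SLC34A3, a renal phosphate transporter, was in the High class with a median of 2.12 and 7 of 10 sgRNAs above 1 (exact adjusted p = 0.0165). CHMP5 had a median of 2.49 with 4 of 8 above 1 (exact adjusted p = 0.00370), and BAHD1 a median of 1.68 with 7 of 10 above 1 (exact adjusted p = 0.00356).

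**Figure D2:**
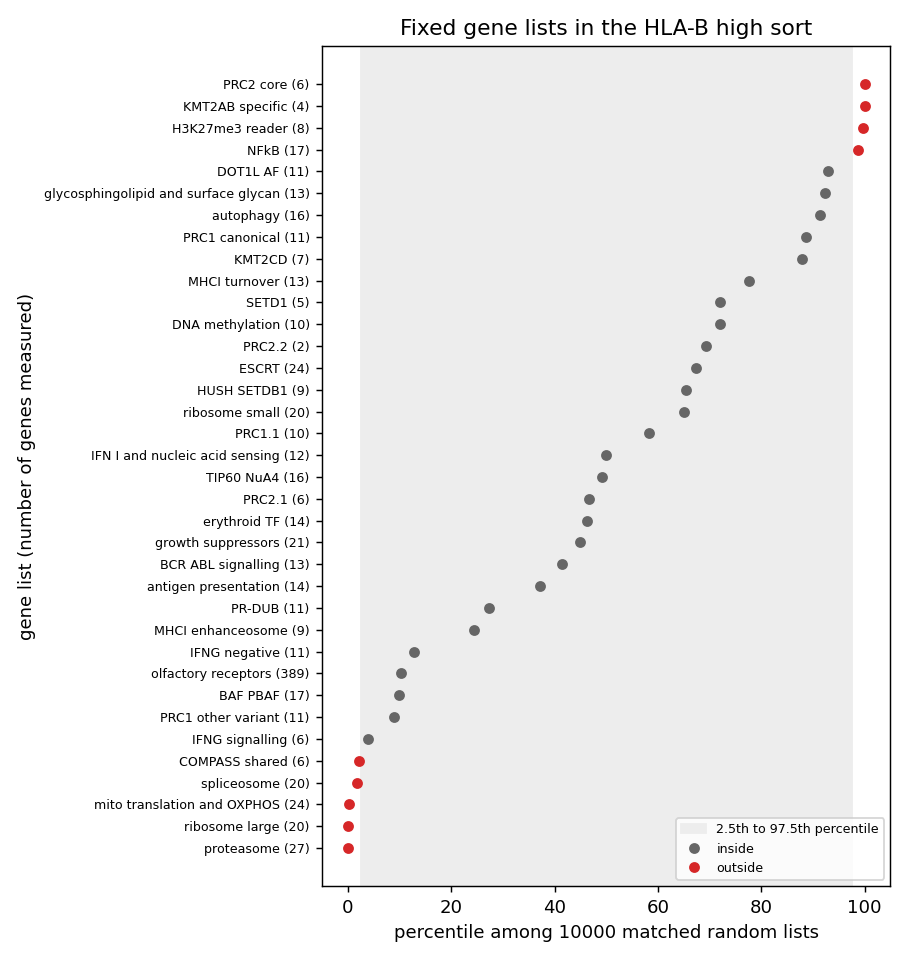
Percentile of the median score of each of the 36 gene lists in the HLA-B high sort among 10000 random lists matched on size and control count, with the number of genes measured in brackets and the central 95% of random lists shaded. The PRC2 core and KMT2A/B-specific lists stood above all random lists, and the proteasome and large ribosomal subunit lists at percentile 0.02.

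At the other end, genes were called depleted where most of their sgRNAs were absent from the sorted cells. Low ratios were common in this library: 71.5% of safe-targeting sgRNAs (95% interval 70.32 to 72.57%, 4471 of 6257) and 70.8% of gene-targeting sgRNAs lay below -1. The share was lower for non-targeting sgRNAs, at 60.2% (58.75 to 61.69%), with a median log2 ratio of -2.20. METTL21C, which encodes a muscle protein methyltransferase, had a median log2 ratio of -6.98 with 8 of 10 sgRNAs below -1 (exact adjusted p = 0.0297). It was the only gene that passed over all genes, although its other 2 sgRNAs were above 1 (1.35 and 3.04). The 4 sgRNAs at its best rank had no sorted reads. They had 334 to 679 reads in the high-screen control, where the mean was 112.4 per sgRNA. The control count sets the ratio of absent sgRNAs, and the exact null does not match on count. The p of METTL21C therefore does not separate depletion from high control counts. PQLC1 (SLC66A2) had a median of -7.57 with 10 of 10 below -1. TRAC, the constant region of the T-cell receptor α chain, had a median of -7.87. The others named by the rule were SPSB3, C3orf72 (FOXL2NB), SLC14A1, PRRC2C, CST3, CYB5D2 and MSANTD1, with medians between -7.75 (C3orf72) and -6.67 (PRRC2C).

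In all 85 genes were called depleted, 3 in the High class, 3 in the Moderate class and 79 in the Low class, with 1155 genes at an unadjusted exact p under 0.05 against 1016 expected. This number did not exceed the background. Mock genes gave a rate that amounts to 95.6% of it (95% interval 61.9 to 141%), and names exchanged among sgRNAs of like count gave a mean of 95.4 calls. Leaving out the most extreme sgRNA of each gene kept 15 of the 85 and ended the call of METTL21C, which had 4 sgRNAs at its best rank and kept an RSA p of 1.2e-05. Against the low-screen control 119 genes were called, 15 of them among the 85.

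Some lists of genes that cells need for growth stood low in the sort. The proteasome and large ribosomal subunit lists were both at percentile 0.02 and the spliceosome at 1.72, whereas the small ribosomal subunit was at 65.1. The proteasome list stayed below random lists under every alternative that used them. With summed counts the interval of its ratio to the safe-targeting sgRNAs lay below 1 (0.171 to 0.440). That interval included 1 for the large ribosomal subunit list (0.2545 to 1.115) and the spliceosome list (0.2857 to 1.125). The spliceosome list was also not below random lists against the low-screen control or with no minimum count. PSMA3 was the 1 proteasome gene of 27 called depleted and RPL27 the 1 large-subunit gene of 20, with no sorted reads for either. Neither passed when adjusted over the list alone or over all genes. Of the 12 alternatives that scored each gene again by RSA, 3 kept the call of PSMA3 and 5 that of RPL27. No spliceosome or small-subunit gene was called. The remaining lists had no called member: DOT1L and AF proteins (percentile 92.9), glycosphingolipid and surface glycan genes (92.3), autophagy (91.3), canonical PRC1 (88.7), MHC-I turnover (77.6), DNA methylation (71.9), HUSH and SETDB1 (65.4), type I interferon and nucleic acid sensing (49.9), erythroid transcription factors (46.3), BCR-ABL signalling (41.4), PR-DUB (27.3), BAF and PBAF (9.82) and other variant PRC1 (8.97). Among them MBD1 (DNA methylation) and NFE2 (erythroid) were enriched when adjusted over the list alone and not over all genes.

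The unsorted pools of the high and low screens were compared to see how far sgRNA abundance differed without an HLA sort. The labels place the pools in screens that differed in IFN-γ dose and in sort days. Per the study's methods the unsorted cells were cultured alongside the sorted ones, but neither a pulse of the pools nor their harvest day is given in the sources used here. Genes higher in the high-screen control were led by PSMD3, a proteasome subunit, with a median log2 ratio of 5.62 and 8 of 9 sgRNAs above 1 (RSA p = 1.81e-06, exact adjusted p = 0.154). POLR2I, a subunit of RNA polymerase II, had a median of 6.57 (6 of 8 above 1), and HMGN2, a nucleosome-binding protein, 6.39 (5 of 8). Of the sgRNAs compared, 5 of 9 for PSMD3, 5 of 8 for POLR2I and 5 of 8 for HMGN2 had no reads in the low-screen control, where the pseudocount sets the ratio. In summed reads the high-screen control was 4.52-fold (PSMD3), 2.03-fold (POLR2I) and 3.12-fold (HMGN2) higher. Genes lower in the high-screen control were led by GOLGA6L4 (median -4.09, 6 of 10 below -1, RSA p = 1.06e-06, exact adjusted p = 0.156). NUDT4 had a median of -1.57 (9 of 10 below -1) and AASDHPPT, an enzyme that activates carrier proteins, -2.34 (8 of 10). For GOLGA6L4 and AASDHPPT 4 of 10 sgRNAs had no reads in the high-screen control. The high-screen control held 0.536 times the summed reads of the low-screen control for GOLGA6L4, 0.416 times for NUDT4 and 0.269 times for AASDHPPT.

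Of 20341 genes, 167 were called higher in the high-screen control and 149 lower. None passed adjustment over all genes in either direction, with 1352 and 1281 genes at an unadjusted exact p under 0.05 against 1017 expected. Both counts exceeded the largest among 100 rounds of names exchanged within bins of like count, which was 131 for higher and 138 for lower. Mock genes of safe-targeting sgRNAs gave 14.9% of the higher calls and 102% of the lower calls. Leaving out the most extreme sgRNA of each gene kept 46 of the higher and 35 of the lower calls.

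The other genes higher in the high-screen control were LPPR1 (PLPPR1), POLR3A, MAP1LC3B2, NIP7, AL138847.1, TWISTNB (POLR1F), LCE3D, SF3A2 and UQCRC2, with medians from 1.79 (LPPR1) to 6.88 (MAP1LC3B2) and folds of summed reads from 1.07 (UQCRC2) to 3.26 (NIP7). Others lower were TGIF2, ERCC4, MCM9, COQ5, ZC3H8, ATP1B3, SUZ12 and NDUFS1, with medians from -2.78 (ERCC4) to -1.11 (ATP1B3) and summed reads from 0.18 (TGIF2) to 0.756 times (ATP1B3) those of the low-screen control. GOLGA6L4, NUDT4, MAP1LC3B2 and LCE3D have near-identical relatives in the genome, so the gene that their sgRNAs cut is uncertain. SUZ12 was lower in the high-screen control (median -1.79, 8 of 10 below -1, RSA p = 4.95e-05, exact adjusted p = 0.418) and summed to 17.2 CPM there. EED was also called lower (median -1.75).

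By list, 5 proteasome genes were called higher in the high-screen control (PSMA3, PSMB5, PSMC1, PSMD1 and PSMD3) and 1 lower (PSMD6), with the list at percentile 64.8. The mitochondrial translation and respiration list stood at percentile 99.4, with UQCRC2 and COX5A called higher and NDUFS1 lower. The lists TIP60/NuA4 (percentile 0.16), COMPASS (0.52), BAF and PBAF (0.53) and erythroid transcription factors (1.30) stood low, with KAT5 of TIP60/NuA4 called higher and no member of these lists called lower. PRC2 core stood at 5.28 with EED and SUZ12 lower. Adjusted over the list alone, 6 proteasome genes were higher and 1 lower, and 4 respiration genes higher and 1 lower. In the COMPASS list RBBP5, DPY30 and HCFC1 were lower, with HCFC1 also higher as its sgRNAs went both ways, and KAT5 was higher. In the large ribosomal subunit list (percentile 53.9) RPL7, RPL9 and RPL35A were lower and RPL6 and RPL11 higher, and EED and SUZ12 were lower in PRC2 core. The spliceosome list (percentile 66.0) had 4 genes higher and 0 lower, and the small ribosomal subunit list (41.8) had 3 higher and 0 lower. None of these passed over all genes.

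**Figure D3:**
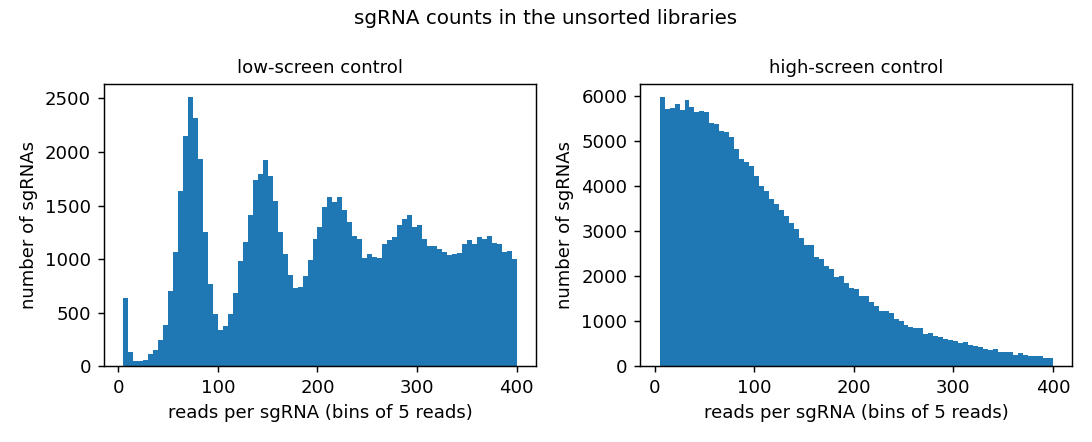
Number of sgRNAs by read count in bins of 5 reads, from 5 to 400 reads, for the low-screen control (left) and the high-screen control (right). The low-screen control shows peaks 72.8 reads apart, and the high-screen control has none.

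The counts of the low-screen control came in steps. Peaks in the distribution of counts were 72.8 reads apart: 4828 sgRNAs had 70 to 79 reads, 719 had 100 to 109 and 3724 had 140 to 149. The library therefore held a mean of 6.74 steps per sgRNA, although it had the most reads of the 3. Across sgRNAs, which are not independent replicates, the Spearman correlation of counts was 0.552 between the unsorted pools, 0.390 between the sorted library and the high-screen control, and 0.293 between the sorted library and the low-screen control.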

Values the study reported

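The study described a library with 10 sgRNAs for each of about 20,500 protein-coding genes, and an infection at a multiplicity of 0.3. It named EED, EZH2 and SUZ12 among the strongest regulators in both of its MHC-I high screens. It counted MTF2, PCGF1 and BAHD1 among its top candidates and reported that the screens also found MEN1 and PSIP1. Candidates needed at least 4 enriched sgRNAs.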

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

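The tests that exchange gene names were chosen after the results they bear on were seen.

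In the HLA-B high sorted library 21.9% of reads matched no sgRNA. These reads are outside the counts that the comparisons use, and the unsorted libraries were at 20.6% and 12.1%. The file holds no sequence for them, so their content was not tested.

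The first pattern was the set of genes called enriched in the HLA-B high sort. Background could account for most of its size, as mock genes of safe-targeting sgRNAs gave 82.55% of the count, although only 2 of 100 rounds of exchanged names reached 63 calls. For the 8 genes at an RSA p below 1e-05 the tables argue against chance and against single expanded clones, since the exchange keeps the ratio of every sgRNA, clones included, and 0 of 100 rounds gave as many genes (the highest gave 3). For the whole set clones stay open: 33.33% of the calls (21 of 63) stayed without each gene's most extreme sgRNA, but the rank and number of the remaining sgRNAs alone gave the same 21 genes, so the bound written beforehand does not decide. Growth without sorting stays open for the set. The unsorted pool was grown in parallel with the sorted cells, per the study's methods. A gain shared by both would leave their ratio unchanged, but the harvest day of the pool is not given. The 63 stood at percentile 40.47 of the ratio between unsorted libraries, and the calls against the low-screen control at 99.97. Each set shares a library with that ratio. For the 8 genes the summed reads of the high-screen control were 0.569- to 1.17-fold those of the low-screen control. The lowest, EED, was itself called lower there (median log2 ratio -1.75). The sorted library was 3.7- to 113-fold above the low-screen control for these genes. None of the 8 was raised as far in the high-screen control. They were chosen for a high ratio to that library, which favours low values in it. The comparison therefore does not decide on growth. The pools show growth only if harvested on different days, and these are not given. The study reports more MHC-I after separate knockouts of MEN1, PSIP1 and MTF2, which bears on these genes only. Its knockouts were not analysed here.

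The second pattern was the set of genes called depleted. Ranking of absent sgRNAs by their control count could account for its size, as 83 of 100 rounds of names exchanged among sgRNAs of like count gave as many calls. Loss of mutant cells from the culture cannot be told apart from an effect of the gate, with the genes at percentile 90.25 of the ratio between unsorted libraries, or at 0 when called against the low-screen control, for the reason given above.

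The third pattern was the set of genes called between the unsorted libraries. For the higher calls the tables argue against noise of single sgRNAs, from low counts or few steps of the low-screen control, as the whole cause, since 0 of 100 rounds of names exchanged among sgRNAs of like count gave as many calls or as many genes at an RSA p below 1e-05. For the lower calls this stays open, as 0 of 100 rounds gave as many calls but 11 of 100 as many genes at that p (5). Whether the difference in depth was the main cause of the lower calls stays open. With the deeper library thinned, 87.25% of these calls (130 of 149, interval 80.8 to 92.14%) stayed, and 164 genes were called lower. Thinning left 16.7 of 72.8 reads per step and so kept the steps, whatever their source. Most of these calls therefore did not hang on the number of reads alone. Depth counted in steps, and the steps themselves, were not tested. Sets of safe-targeting sgRNAs gave 102% of the lower calls, so a background of sgRNAs that target no gene stays open for these, and no biological explanation was tested.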

How the results depend on the processing

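The minimum count in either unsorted library, the low-screen control in whole steps, the summed counts of lists and the alternatives for the control sgRNAs were chosen after seeing the data. Enriched calls in the sort (63) fell to 23 when the most extreme sgRNA was left out, 11 with the exact null (8 among the 63), 11 with a permutation test of the mean log2 ratio (9) and 15 by presence in the sorted library (3). They rose to 115 with no minimum number of sgRNAs. Depleted calls (85) fell to 15, 1 and 0 under the first 3 of these and rose to 131 against the sum of both unsorted libraries, 145 with no minimum number and 144 with 4 sgRNAs beyond a log2 ratio of -1. Lower calls between the unsorted pools (149) fell to 35 without the most extreme sgRNA and 0 with the exact null. Higher calls (167) fell to 46 and 0 under these and to 109 with a minimum of 50. Leaving out an sgRNA and relaxing a number act by construction. The exact null, permutation and presence tests dropped the minimum of 4 sgRNAs as well, and for these and the rest the cause was not tested. No gene could reach p 0.001 in the depletion presence test, whose smallest p at 10 or fewer sgRNAs was 0.00307, so it gave no count.

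All other alternatives kept these counts within 1.5 times, but not always the genes. Against the low-screen control 75 genes were enriched and 119 depleted, with 25 and 15 shared. The sum of both unsorted libraries shared 30 of the 63 and 20 of the 85, the low-screen control in whole steps 26 and 6, a minimum count of 50 shared 32 and 39, and a pseudocount of 5 shared 62 and 49. Between the pools a minimum of 50 kept 71 of the 167 higher calls. With the low-screen control in whole steps 93 of the 149 lower and 80 of the 167 higher calls stayed. Median-ratio scaling moved the median of all sgRNAs by 0.30 (log2) and gave 70 enriched and 84 depleted calls. Under the alternatives that used random lists, from 8 to 10 lists lay outside them, against 9. Summed counts used no random lists. There 7 lists had an interval of the ratio to the safe-targeting sgRNAs that excluded 1. Of the 9, 4 were among these 7 (PRC2 core, H3K27me3 reader, COMPASS and proteasome). KMT2A/B-specific, NF-κB, large ribosomal subunit, spliceosome and mitochondrial genes were not. The spliceosome was also not outside random lists against the low-screen control or with no minimum count. The share of safe-targeting sgRNAs above 1 was 12.4% against the low-screen control and 11.9% with no minimum. Alternatives that scored each gene again by RSA numbered 12 for the sort and 7 for the pools. Of 62 results for named called genes, 18 were called under all of these, among them MEN1, SOCS1, PCGF1 and SLC34A3 in the sort, and none reversed. RNF2, not called otherwise, was among the 15 genes of the presence test. SOCS1 was not, and of the genes 13744 had enough sgRNAs to reach p 0.001 there, MEN1 not among them. EZH2 was called under 11 of 12, and EED, BAHD1 and CHMP5 under 10 of 12. EZH2, BAHD1 and CHMP5 missed only the minimum of 4 sgRNAs, with a largest RSA p of 1.36e-10, 0.000216 and 9.95e-05, whereas EED reached 0.00161 with a minimum count of 50. PSIP1, SUZ12 and MTF2 were not called and were called under 6, 3 and 2 of 12, with a largest RSA p of 1.99e-05, 0.000187 and 9.59e-06, and LCOR (depletion) under 2 of 12, with 0.0234. No paired analysis was possible because each group holds 1 library.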

Other observations

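Genes in this part were chosen after their values were seen. HLA-B, which encodes the stained protein, had a median log2 ratio of -6.65 in the sort, with 7 of 8 sgRNAs below -1 (RSA p for depletion = 0.00328, exact adjusted p = 0.844), and was not called. HLA genes share sequence, so the gene cut by each sgRNA is uncertain. RFX5, a transcription factor of MHC promoters, had a median of -6.73 with 9 of 9 sgRNAs below -1 (RSA p for depletion = 0.00151, exact adjusted p = 0.814). JAK2, a kinase of the IFN-γ receptor, had a median of -6.43 with 8 of 9 below -1, whereas its partner JAK1 had a median of 1.06 with 5 of 9 above 1 and 4 below -1. None of these genes was called in either direction, and 71.5% of safe-targeting sgRNAs also lay below -1.

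In both unsorted pools the most abundant sgRNA was the same one, against MAD2L2, with 11375 reads in the high-screen control and 55495 in the low-screen control. The median log2 ratio of MAD2L2 between the pools was -0.20. In the sorted library the largest sgRNA was against MTF2, with 312796 reads, against 211 in the high-screen control and 439 in the low-screen control. Its 10 largest sgRNAs held 1.68% of matched reads, compared with 0.112% in the high-screen control and 0.134% in the low-screen control. ABL1, whose fusion with BCR drives K562 growth, was higher in the high-screen control than in the low-screen control (71.8 against 18.5 CPM, median 2.49, 6 of 10 sgRNAs above 1, RSA p = 5.5e-05, exact adjusted p = 0.306).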
